# Global Gene Expression Profiling of Endothelium Exposed to Heme Reveals an Organ-Specific Induction of Cytoprotective Enzymes in Sickle Cell Disease

**DOI:** 10.1371/journal.pone.0018399

**Published:** 2011-03-31

**Authors:** Samit Ghosh, Fang Tan, Tianwei Yu, Yuhua Li, Olufolake Adisa, Mario Mosunjac, Solomon F. Ofori-Acquah

## Abstract

**Background:**

Sickle cell disease (SCD) is characterized by hemolysis, vaso-occlusion and ischemia reperfusion injury. These events cause endothelial dysfunction and vasculopathies in multiple systems. However, the lack of atherosclerotic lesions has led to the idea that there are adaptive mechanisms that protect the endothelium from major vascular insults in SCD patients. The molecular bases for this phenomenon are poorly defined. This study was designed to identify the global profile of genes induced by heme in the endothelium, and assess expression of the heme-inducible cytoprotective enzymes in major organs impacted by SCD.

**Methods and Findings:**

Total RNA isolated from heme-treated endothelial monolayers was screened with the Affymetrix U133 Plus 2.0 chip, and the microarray data analyzed using multiple bioinformatics software. Hierarchical cluster analysis of significantly differentially expressed genes successfully segregated heme and vehicle-treated endothelium. Validation studies showed that the induction of cytoprotective enzymes by heme was influenced by the origin of endothelial cells, the duration of treatment, as well as the magnitude of induction of individual enzymes. In agreement with these heterogeneities, we found that induction of two major Nrf2-regulated cytoprotective enzymes, heme oxygenase-1 and NAD(P)H:quinone oxidoreductase-1 is organ-specific in two transgenic mouse models of SCD. This data was confirmed in the endothelium of post-mortem lung tissues of SCD patients.

**Conclusions:**

Individual organ systems induce unique profiles of cytoprotective enzymes to neutralize heme in SCD. Understanding this heterogeneity may help to develop effective therapies to manage vasculopathies of individual systems.

## Introduction

Sickle cell disease (SCD) is a chronic inflammatory disease characterized by abnormally shaped red blood cells with a devastating impact on the endothelium [1]. A major clinical hallmark of the disease is episodes of painful vaso-occlusion, leading to ischemia/reperfusion injury, tissue hypoxia and organ damage [1]. Studies in transgenic SCD mice have demonstrated a cardinal role for adhesion molecules in the interaction of leukocytes and erythrocytes with the endothelium [2], [3], [4], [5], [6]. Antioxidants attenuate experimentally induced stasis in transgenic mice with SCD [2], [3], [4], while activation of the redox-sensitive transcription factor NF-κB is implicated in vascular inflammation [7]. Collectively, these findings suggest that reactive oxygen species (ROS) and oxidative intermediates contribute to the vaso-occlusive process in SCD.

Heme is arguably the major source of oxidative stress in SCD. Circulating blood contains virtually no detectable free heme as it is bound instantly with high affinity by plasma proteins, notably, hemopexin [8], [9]. The heme-hemopexin complex is transported to the liver and removed via a CD91-mediated endocytosis. However, it is estimated that approximately 30g of hemoglobin is released per day from hemolyzed erythrocytes in patients with SCD [10] with 30% of the total hemolysis being intravascular [11]. Thus, the plasma of patients with SCD contains excess cell-free hemoglobin and heme [10], [12] and is depleted of hemopexin [9]. The high plasma heme in these patients is due largely to oxidation of hemoglobin to ferric (Fe^3+^) methemoglobin, which in turn readily releases free heme into the circulation [13]. While sustained oxidant stress inevitably causes cell and tissue damage, and vascular injury [12], [14], [15], patients with SCD do not develop atherosclerotic disease. This relatively mild endothelial dysfunction is attributed partly to the activation of adaptive cytoprotective mechanisms in SCD patients. This idea is supported by the increased expression of heme oxygenase-1 (HO-1) in renal tissues, and in circulating endothelial cells of patients, as well as in multiple tissues of transgenic SCD mice [16], [17]. HO-1 is the inducible form of heme oxygenase, and it converts heme to carbon monoxide and biliverdin, byproducts with vasodilatory and cytoprotective properties [18], [19], [20]. Concurrent up-regulation of biliverdin reductase and p21 in mononuclear leukocytes is consistent with the enhanced expression of HO-1 in patients with SCD [21]. The vasculoprotective property of HO-1 is evident in other experimental disease models of ischemia-reperfusion [22], atherogenesis [23] and vascular constriction [24]. However, the scope of cytoprotection in SCD has not previously been defined, and recent studies in transgenic SCD mice indicate that the level of induction of HO-1 alone is insufficient to neutralize the oxidative burden of the disease [25], [26]. We hypothesized that transcriptional profiling of endothelial cells exposed to heme would provide a means to dissect the full extent of the endothelium's capacity to neutralize heme, and provide a non biased approach to identifying cytoprotective enzymes in SCD.

## Materials and Methods

### Ethics Statement

Studies on post-mortem human tissues were approved by the Institutional Review Board of Emory University and Grady Memorial Hospital and written informed consents obtained from next of kin (protocol 00008845). Experiments using mice was approved by the Institutional Animal Care and Use Committee (IACUC) of Emory University (protocol 113-2007).

### Materials

Hemin (Sigma-Aldrich, St. Louis, MA) was dissolved in 0.25M NaOH solution, pH was adjusted to 7.6 with HCl and the solution was then filter-sterilized before treating endothelial cells. Primary antibody against HO-1 was obtained from Stressgen (Assay Design Inc, Ann Arbor, Michigan). Primary antibodies for NAD(P)H quinone oxidoreductase 1(NQO1), and β-actin used in immunoblot experiments were purchased from Santa-Cruz Biotech Inc (Santa Cruz, CA). Primary antibodies for NQO1 and von Willebrand factor (vWF) used in immunohistochemistry were procured from Abcam Inc (Cambridge, MA). Horse radish peroxidase (HRP) conjugated secondary antibodies used included anti-mouse, anti-goat and anti-rabbit IgG (Santa Cruz Biotech Inc).

### Primary endothelial cell cultures

The following primary human endothelial cells: pulmonary artery (PAECs), pulmonary microvascular (PMVECs) and dermal microvascular (DMVECs) were purchased from Lonza Inc (Allendale, NJ), while brain microvascular endothelial cells (BMVECs) were purchased from Cell System Corp. (Kirkland, WA). PAECs, PMVECs and DMVECs were cultured at 37°C and 5% CO_2_ in a humidified incubator in EGM-2 endothelial media (Lonza), supplemented with growth factors and 5% fetal bovine serum, while BMVECs were cultured with CSC complete Medium (Cell System Corp) in culture dishes precoated with attachment factor (Cell System Corp). These cells were fed at 48-h intervals and required remarkably strict attention for *in vitro* culture. PAECs, PMVECs, DMVECs and BMVECs were treated with a concentration range (0–25 µM) of freshly prepared hemin. Cells were replenished with fresh medium containing hemin every 48 hours for 1–7 days, and harvested for analysis. Endothelial cell cultures of passage 3–5 were used in all experiments.

### RNA isolation, hybridization and microarray analysis

Total RNA was isolated from endothelial cells using the Trizol Reagent (Invitrogen, Carlsbad, CA), treated with 2.5 µl of DNase I, purified on a Qiagen Cleanup column (Qiagen, Valencia, CA) and eluted in 20 µl of RNase-free water. Ribosomal RNA was depleted using RiboMinus Human/Mouse Transcriptome Isolation Kit (Invitrogen). RNA quality and yield was assessed on an Agilent Bioanalyzer 2100 (Agilent Technologies, Palo Alto, CA). Sense strand expression analysis of RNA was performed using the Affymetrix GeneChip Whole Transcript (WT) Sense Target Labeling Assay protocol (Affymetrix). cDNA was synthesized using the GeneChip WT cDNA Synthesis and Amplification Kit (Affymetrix) as directed by the manufacturer as template for *in vitro* transcription (IVT) amplification with T7 RNA Polymerase to produce multiple copies of cRNAs. In the second cycle of cDNA synthesis, random primers were used in reverse transcription to convert the cRNA into single-stranded DNA. Single-stranded cDNA was fragmented and end-labeled with the GeneChip WT Terminal Labeling Kit (Affymetrix). Labeled single-stranded DNA (5.5 µg) was hybridized to the Affymetrix GeneChip Human U133 Plus 2.0 Array, stained on a GeneChip Fluidics Station 450 and scanned on a GeneChip Scanner 3000 7G (Affymetrix). The Affymetrix Expression Console was used to record probe cell intensity files (.CEL) and probe level summarization files (.CHP) generated. All microarray data is MIAME compliant and has been deposited in NCBI's Gene Expression Omnibus (GEO) with accession number GSE25014 and can be accessed at http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE25014.

### Validation of microarray data in cultured endothelial cells

Low Density Arrays were custom designed by Applied Biosystems. Real-Time PCR was performed on an optical plate in a 10-µl reaction volume containing 10 ng of cDNA per reaction with TaqMan Gene Expression Master Mix (Applied Biosystems). Sequences were amplified using the Applied Biosystems 7900HT Sequence Detection System with the PCR profile: 50°C for 2 min, 95°C for 10 min, followed by 45 cycles at 95°C for 15 s, and 60°C for 1 min. Samples were tested in duplicate, in parallel with four housekeeping genes (18S, ACTB, GAPDH, GUSB) in the low-density array assays, or in parallel with a single housekeeping gene (GUSB) in analysis of single gene targets. Gene expression data were normalized relative to the geometric mean of the four housekeeping genes (18S, ACTB, GAPDH, GUSB) for the low-density array studies. Raw data were obtained by using SDS2.3 software (Applied Biosystems), and Real-Time StatMinerTM software (Integromics) used to perform a quality control for all runs and to determine *ΔΔCt* values as previously described [27].

### Transgenic mice with SCD

A colony of the Berkeley knock-out homozygous sickle mice developed by Paszty et al.[28], is maintained in our institution. The recently described knock-in transgenic mice with SCD were provided by Dr. Townes [29]. Mouse genotypes were confirmed either by hemoglobin gel electrophoresis or by PCR.

### Analysis of NQO1 and HO-1 gene expression in mouse tissues

Organs were isolated whole, immediately immersed in liquid nitrogen, and total RNA extracted using RNeasy kits (Qiagen) and reverse-transcribed with a High-Capacity cDNA Archive Kit (Applied Biosystems). We carried out the relative quantitative real-time PCRs following TaqMan Applied Biosystems protocols. We tested samples in triplicate in parallel with the housekeeping gene GUSB. We used StatMiner software (Integromics) to perform quality controls for all runs and relative quantification *ΔΔCt* analyses to calculate the fold differences as previously described [27], between AA vs AS and AA vs SS mouse samples.

### Immunoblot

Endothelial cells seeded in 100-mm culture dishes were rinsed with ice cold phosphate buffered saline (PBS), supplemented with 1% complete protease inhibitor cocktail (PIC)(Roche, Indianapolis, IN) and 1 mM PMSF. Lysates were prepared with 200 µl of ice-cold Cell Lysis Buffer (Cell Signaling Technology, Beverly, MA) containing 1% triton X-100 (v/v) supplemented with fresh 1 mM PMSF and 1% PIC and incubated on ice for 30 min. To prepare tissue homogenates, organs from mice were harvested and snap-frozen in liquid nitrogen. The frozen tissues were homogenized in ice-cold RIPA buffer (Cell Signaling Technology, Beverly, MA) containing 1% complete PIC, 1% phosphatase inhibitor cocktail (Sigma) and 1 mM PMSF. Homogenates were clarified by centrifugation at 14,000 rpm for 15 min at 4^o^C. The supernatant soluble proteins were quantified using a Lowry protein assay (Sigma, St Louis, MO). Thirty micrograms of cellular protein or 50 µg homogenate of tissue protein was combined with 2X Laemmli buffer (Sigma, St Louis), boiled for 5 min and resolved by electrophoresis on a 10% polyacrylamide gel (BioRad). Samples were blotted onto nitrocellulose membranes, probed with appropriate antibodies, and protein bands were identified by chemiluminescence and quantified using a Fujifilm LAS-3000 plus quantitative imaging system (FujiFilm, Valhalla, NY).

### Immunohistochemistry

Sections (5 µm) of formalin fixed paraffin embedded (FFPE) tissues were de-paraffinized, rehydrated and processed for antigen retrieval using Dako Antigen Retrieval Solution. Tissue peroxidases were inactivated by treatment with 3% H_2_O_2_ for 10 min, and the sections pre-treated with antibody diluent solution containing 1% BSA, followed by an overnight incubation at 4°C with primary antibodies for NQO1 (10 µg/ml), HO-1 (10 µg/ml) or vWF (5 µg/ml). Labeling was accomplished with biotinylated secondary antibodies and streptavidin-HRP using Biotinylated Link Antibody kit (Dako North America Inc, Carpinteria, CA), AEC substrate chromogen, and counterstained with hematoxylin. Sections were mounted with aqueous media, examined using Olympus AX70 microscope and images were recorded with camera (Olympus U-CMAD3 DP70) and software (Olympus DP70/DP30 BW, ver.02.0201.147). Semi-quantitative histological scores based on a scale of 0-3, where 0  =  no stain, and 3 =  most intense staining, was performed by an experienced pathologist blinded.

### Statistical analysis

Microarray summarization files were analyzed using the Bioconductor in the R framework. [30] Two methods were used to generate gene-level expression index: the Li-Wong dChip model [31] and the RMA. [32] Genes assigned as "absent" call in all samples were excluded. The unpaired student's t-test was used on a gene-by-gene basis to test for differential expression between hemin and vehicle treated endothelial cells. The p-values were adjusted to false-discovery rate (FDR) [33]. Differentially expressed genes were selected based on an FDR cutoff of 0.2, and a fold-change cutoff of 1.25. Genes identified as differentially expressed using both dChip and RMA results were taken as the final selection. Differences in relative quantities of mRNA and protein expression were analyzed using unpaired student's t*-*test with two-tailed distribution, with the GraphPad Prism Software (version 5.0).

## Results

### Gene expression profile of endothelial cells treated with hemin

In preliminary studies we determined that relatively low (1–5 µM) concentrations of hemin were not toxic to endothelial cells in culture (data not shown). Thus, PAECs and PMVECs were treated with freshly prepared hemin (5 µM) every 48 hours for 7 days, RNA was isolated from these cultures followed by microarray analysis. 

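PMVECs are endothelial cells of the small vessels of the lung and PAECs those of the pulmonary artery. Hemin is the ferric form of heme, and the vehicle cultures received none. The deposited labels name 24 Affymetrix U133 Plus 2.0 arrays, 6 for each combination of cell type (PMVEC or PAEC) and treatment (vehicle or 5 µM hemin, given every 48 h for 7 days). Neither the labels nor the paper's text says whether arrays with one label came from separate cultures or donors, so p-values measure only the spread between these arrays, which may be technical. HMOX1, the gene of the heme-degrading enzyme HO-1, checks the labels first. Its signal spanned 566 to 7558 on the 6 arrays labelled PMVEC vehicle and 2116 to 12220 on the 6 labelled PMVEC hemin. On the arrays labelled PAEC it spanned 581 to 7748 for vehicle and 1743 to 11933 for hemin. High and low arrays were thus found under both treatment labels, and PMVECs, PAECs, hemin and vehicle below stand for arrays with that label. Whether the labels name the culture on each array is open, so a difference between the treatment labels may not be an effect of hemin. Across the rows of the paper's Table 1 and Table 2, its folds and those by treatment label had r = 0.15 and 0.17 (log2 scale). Within every label, arrays numbered 4 to 6 parted from those numbered 1 to 3 in the tables' directions for the genes of Fig. 2B. For FTH1 this holds for the probe set in both tables. The counts and gene groups below are therefore differences between labels and not established effects of hemin. The authors' deposited values are MAS5 signal intensities on a linear scale, with a mean of 500.1 on every array once the top and bottom 2% of values are left out. The median signal of an array was 60.6 to 74.3. The paper describes ribosomal RNA depletion and whole transcript sense labelling, followed by dChip and RMA summaries with absent calls, whereas the sample labels describe biotinylated cRNA and MAS5. The dChip, RMA and absent-call steps are not in the values used here. The signals were floored at 1 and taken to log2. Probe sets with a mean at or above the 40th percentile were kept, which left 32768 of 54675 after 62 control probe sets were set aside. Within each cell type label, limma compared the 6 arrays labelled hemin with the 6 labelled vehicle, with Benjamini-Hochberg adjustment. A probe set counted as changed at the paper's thresholds, an adjusted p under 0.2 and a change of at least 1.25-fold. A single gene is said to rise or fall at an adjusted p under 0.05. The number of arrays limits the precision.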

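TIMP3, an inhibitor of matrix metalloproteinases, was lower on the arrays labelled hemin than on those labelled vehicle by a log2 change of -6.53 (standard error 0.27, limma adjusted p = 2.5e-09) for the PMVEC label and -6.38 (standard error 0.18, adjusted p = 9.4e-11) for the PAEC label. TNFSF4, a ligand of the tumor necrosis factor family, was higher by 5.87 (standard error 0.43, adjusted p = 3.5e-07) for the PMVEC label. Its mean log2 signal on the arrays labelled vehicle was only 4.19 in PMVECs and 4.35 in PAECs, below the array medians. The size of its change is therefore not established, and its fold in PAECs shrank with 64 added to every signal. Such genes parted the arrays by treatment label in hierarchical clustering. With the 43 probe sets of Table 1, all 12 arrays labelled PMVEC fell on the branch of their own treatment label at the first division of the tree. With the 22 probe sets of Table 2, all 12 arrays labelled PAEC did so. Because the paper chose these probe sets as different between the treatments, the 1000 probe sets of highest variance, chosen without the labels, were clustered too, and again 12 of 12 arrays fell on the branch of their label in each cell type. The cell type label parted the arrays far less. The median correlation over all tested probe sets was 0.962 between arrays that shared both labels, 0.961 between arrays that shared only the treatment label, and 0.884 between arrays that shared only the cell type label.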

Differentially expressed genes successfully segregated endothelial cell cultures treated with hemin from those treated with vehicle in hierarchical cluster analysis (Figure 1A, B). 

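Cell cycle genes, metallothioneins and interferon response genes were higher on the arrays labelled hemin in both cell types. A joint list of venous and lymphatic endothelial genes was lower as a whole. Of 40 cell cycle genes, listed before the data were examined, 37 rose and none fell for the PMVEC label (37 adjusted over the list alone), and 39 rose and none fell for the PAEC label (39 adjusted over the list alone). Among them were AURKA, a mitotic kinase, with a log2 change of 1.45 in PMVECs and 1.35 in PAECs, and CDC20, an activator of the anaphase-promoting complex, with 1.41 and 1.59. All 8 measured genes of the metallothionein and zinc list rose in each cell type (8 adjusted over the list alone). Whether their probe sets read these genes apart from one another was not tested, so the 8 rises may not be separate. MT1M, a metal-binding metallothionein, rose by 1.97 in PMVECs and 1.70 in PAECs. Of 22 interferon response genes, 17 rose and 3 fell for the PMVEC label (18 and 3 adjusted over the list alone), and 16 rose and 3 fell for the PAEC label (17 and 3 adjusted over the list alone). IFI27, an interferon-induced protein, had log2 changes of 7.18 and 6.12, which depend on low vehicle signals (5.66 and 5.04 with 64 added to every signal). Of 7 venous and lymphatic genes, 6 fell and 1 rose for each cell type label, with the same counts adjusted over the list alone. PROX1, a transcription factor of lymphatic endothelium, fell by 6.02 on the log2 scale in PMVECs and by 5.64 in PAECs. EPHB4, also on the list, had changes of only -0.31 and -0.44, and NRP2 rose by 0.97 in each. Venous genes were not tested apart from lymphatic ones, so a loss of venous genes is not shown. PDPN, the lymphatic marker podoplanin, had the largest fall among the named PMVEC genes, with a mean signal of 10100 on the arrays labelled vehicle and 12.9 on those labelled hemin. This rank depends on the low hemin signal. With 64 added to every signal the log2 change of PDPN was -7.05. That of HSD17B2, another named gene, stayed at -7.09 or beyond under every alternative. By limma's camera test with a preset correlation of 0.01, each of these 4 lists was shifted in both cell types (adjusted p = 1.2e-08 in PMVECs and 2.1e-08 in PAECs for cell cycle, 0.00029 and 0.00059 for metallothioneins, 0.0012 and 0.00089 for interferon response, 0.00048 and 0.00072 for venous and lymphatic genes). With an estimated correlation, the adjusted p was 0.2 in PMVECs and 0.41 in PAECs for cell cycle, 0.14 and 0.077 for metallothioneins, 0.11 and 0.049 for interferon response, and 0.041 and 0.075 for venous and lymphatic genes. Control ratios of RNA quality did not move together between the treatment labels. The log2 ratio of the 3' over the 5' control probe sets of GAPDH was higher by 0.09 on the arrays labelled PMVEC hemin (exact two-sided permutation p = 0.0022, the smallest that 6 arrays against 6 allow, adjusted p = 0.0088 over 4 tests) and differed by 0.01 for the PAEC label (exact permutation p = 0.67). That of ACTB differed by -0.06 in PMVECs (exact permutation p = 0.011, adjusted p = 0.022) and -0.05 in PAECs (exact permutation p = 0.032, adjusted p = 0.043, and an exact permutation p of up to 0.058 without vehicle replicate 2 or hemin replicate 1 or 2).
At the paper's thresholds, 14373 of 32768 probe sets changed for the PMVEC label, 7987 upward and 6386 downward, from 7867 genes, a majority that turned downward with median centring. For the PAEC label 14503 changed, 7513 upward and 6990 downward, from 7888 genes, and median centring turned this majority too. Of the 42 tested probe sets of Table 1, 22 passed these thresholds in the direction of the table and 12 in the other direction. UCHL1, a ubiquitin hydrolase, rose by 4.32 on the log2 scale (adjusted p = 2.9e-11), and CD38, an NAD hydrolase, fell by 5.47 (adjusted p = 8.3e-07, and by less with 64 added to every signal), both in the direction of Table 1. AKR1C2, an aldo-keto reductase, fell by 5.05 by the probe set of Table 1 (adjusted p = 1.1e-08) and fell by 3.26 by its brightest one. CYP1A1, a cytochrome P450 enzyme, fell by 3.6 (adjusted p = 4.4e-09). Table 1 lists both as higher. Of the 22 probe sets of Table 2, 11 passed in the direction of the table and 3 in the other direction. LIPG, endothelial lipase, rose by 3.35 (adjusted p = 5.2e-07) in that direction, and ADGRG6, an adhesion receptor listed as lower, rose by 2.95 (adjusted p = 2e-08).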

Forty-one and twenty genes, respectively, were significantly differentially regulated by hemin in PMVECs and PAECs (Table 1 and Table 2). 

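Signals of HMOX1 spread more widely within each label than its mean differed between the treatment labels. FTH1 encodes the ferritin heavy chain, an iron storage protein, and ALAS1 encodes the first enzyme of heme synthesis. The HMOX1 signal was 4049 ± 3753 (SD, n = 6) on the arrays labelled PMVEC vehicle and 7070 ± 5305 (SD, n = 6) on those labelled PMVEC hemin, a log2 change of 1.26 (standard error 0.91, limma adjusted p = 0.29, exact permutation p = 0.19). For the PAEC label the means were 4099 ± 3819 and 6647 ± 5287 (SD, n = 6 each), a change of 1.09 (standard error 0.94, adjusted p = 0.38, exact permutation p = 0.26). FTH1, by the probe set printed in both tables, had a log2 change of -0.57 in PMVECs (adjusted p = 0.075, exact permutation p = 0.056) and -0.36 in PAECs (adjusted p = 0.24, exact permutation p = 0.18). The value in PMVECs met the paper's thresholds, as a fall, and neither had an adjusted p under 0.05. Its other probe set in Table 1, with mean signals of 42102 and 43330 in PMVECs, had a change of 0.04 (adjusted p = 0.66). ALAS1 had a change of -0.11 in PMVECs (standard error 0.22, adjusted p = 0.73) and 0.08 in PAECs (standard error 0.22, adjusted p = 0.8), neither beyond its error. With the replicate number as a block the limma adjusted p for HMOX1 was 0.0058 in PMVECs and 0.0054 in PAECs. For FTH1 it was 0.0016 and 0.023, so the calls on both genes depend on the model. Over all probe sets the numbers do not pair the arrays. For HMOX1 the gap between numbers 1 to 3 and 4 to 6 took 90.2% to 94.5% of each label's log2 range. The unblocked p for HMOX1 therefore measures mostly that gap. With these number ranges as a block its limma adjusted p was 0.00024 in PMVECs and 0.00021 in PAECs. Whether the labels name the treatment is open, so no fit settles an effect of hemin.

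**Figure D1:**
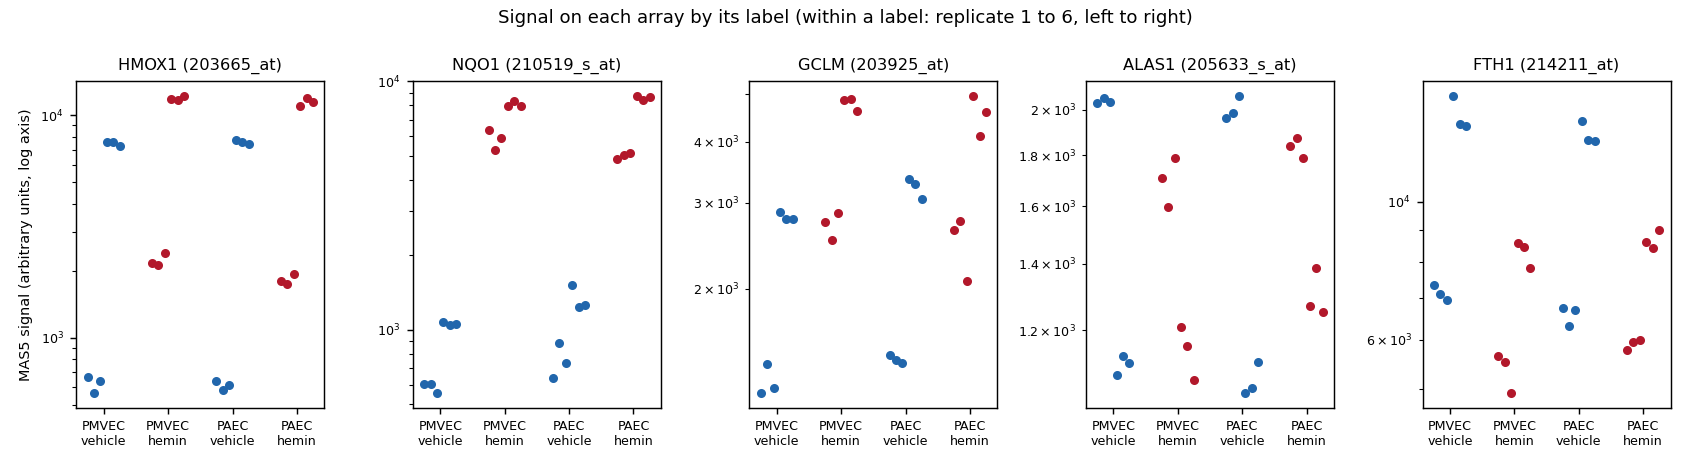
Signal of HMOX1, NQO1, GCLM, ALAS1 and FTH1 (MAS5, arbitrary units, logarithmic vertical axes of different ranges) on each of the 24 arrays, placed by label and, within a label, by replicate number. Blue points are arrays labelled vehicle and red points arrays labelled hemin, and each point is 1 array. NQO1 lies at 556 to 1075 on the arrays labelled PMVEC vehicle and at 5271 to 8319 on those labelled PMVEC hemin, and HMOX1 has widely separated arrays under every label.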

Among this list were three genes which are already known to be regulated by heme, HMOX1 (*NM_002133*), which codes for HO-1, and genes for ferritin heavy chain (*AA083483*) and delta aminolevulinate synthase 1 (*NM_000688*). This finding provided validation for the experimental, statistical and bio-informatics approach we used in this study. Two additional genes glutamate-cysteine ligase modifier (GCLM; *NM_002061*) and NADPH:quinone oxidoreductase-1 (NQO1; *NM_000903*), were significantly induced by hemin in both PAECs and PMVECs. Thus a total of 5 genes were induced in both endothelial cell types and 51 genes were uniquely induced in either PAECs or PMVECs (Figure 1C). 

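NQO1, an enzyme that reduces quinones, was higher on all 12 arrays labelled hemin than on any array labelled vehicle of the same cell type. Its signal, by the probe set of Table 1, was 822 ± 257 (SD, n = 6) for PMVEC vehicle and 6959 ± 1268 (SD, n = 6) for PMVEC hemin, a log2 change of 3.12 (standard error 0.21, limma adjusted p = 1.5e-07, exact permutation p = 0.0022). For PAECs the signals were 1041 ± 341 and 6806 ± 1970 (SD, n = 6 each), a change of 2.72 (standard error 0.25, adjusted p = 2.7e-06, exact permutation p = 0.0022). GCLM, the modifier subunit of the enzyme that makes the glutathione precursor, had 2050 ± 834 and 3751 ± 1157 in PMVECs (SD, n = 6 each) by its brightest probe set. This was a change of 0.92 (standard error 0.3, adjusted p = 0.024, exact permutation p = 0.037). Without any 1 of 6 arrays (vehicle replicates 1, 2 and 3, hemin replicates 4, 5 and 6) the adjusted p rose to between 0.05 and 0.052, and by the mean of all GCLM probe sets it was 0.15. In PAECs the change of 0.64 (standard error 0.31, adjusted p = 0.12, exact permutation p = 0.087) met the paper's thresholds and not an adjusted p under 0.05. With the replicate number as a block the limma adjusted p was 0.0019, though the numbers do not pair the arrays. The 2 GCLM probe sets printed in Table 1 had changes of 0.52 (adjusted p = 0.24) and 0.47 (adjusted p = 0.41) in PMVECs. Differences between the cell types were not detected for NQO1 (interaction 0.4, adjusted p = 0.54) or GCLM (0.28, adjusted p = 0.78).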

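SLITRK4, a transmembrane protein known from neurons, and C7, a component of complement, were among the largest rises in both cell types. SLITRK4 had a mean signal of 11.2 on the arrays labelled PMVEC vehicle and 2730 on those labelled PMVEC hemin, and C7 one of 14.3 for PAEC vehicle and 4340 for PAEC hemin. ADRB1, the beta-1 adrenergic receptor, went from 9350 to 34.3 in PMVECs and from 9770 to 17.1 in PAECs, and CA2, a carbonic anhydrase, from 2430 to 13.4 and from 2120 to 8.85. On the vehicle or hemin side these signals lie near the lower end of the arrays' range, so the folds depend on it: with 64 added to every signal the log2 change of SLITRK4 in PMVECs was 5.22 in place of 8.35, and that of CA2 in PMVECs -5.03 in place of -8.37. BST2, an interferon-induced membrane protein, rose with a log2 change of 8.34 and 8.09 (limma adjusted p = 4.1e-09 and 1.4e-08), which became 5.46 and 5.55 with that addition. At the paper's thresholds, 10065 probe sets changed in the same direction for both cell type labels, 5389 upward and 4676 downward, from 5687 genes. Independent lists would share 1831 upward and 1362 downward. Only 179 probe sets changed in opposite directions. Across the 32768 probe sets, which are not independent replicates, the log2 changes of the cell types had r = 0.9 and rho = 0.72. The printed rows that share a probe set between Table 1 and Table 2 number 5, for HMOX1, GCLM (2 rows), FTH1 and ALAS1.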

Ingenuity Pathway analysis revealed that all the 5 genes induced by hemin in both endothelial cell types are regulated by the redox-sensitive master transcription factor NF-E2 related factor 2 (Nrf-2). They include gene products, such as HO-1 and FTH1 that act directly on heme, and others (e.g. NQO1 and GCLM), that detoxify oxidative intermediates generated by heme (Figure 2A). 

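Nrf2 binds antioxidant response elements and drives the genes of glutathione and quinone metabolism. Of 35 measured NRF2 targets from a list set before the data were examined, 19 rose, 7 fell and 9 did not pass for the PMVEC label (19 and 7 adjusted over the list alone). For the PAEC label 15 rose, 8 fell and 12 did not pass (17 and 9 adjusted over the list alone). Besides NQO1, the genes that rose included CBR3, a carbonyl reductase, with a log2 change of 2.28 in PMVECs and 2.37 in PAECs, SLC7A11, the cystine transporter, with 1.97 and 1.79, and PGD, an enzyme of the pentose phosphate pathway, with 1.87 in each. AKR1C1, an aldo-keto reductase, had log2 changes of -3.57 and -3.32, and EPHX1, an epoxide hydrolase, of -2.44 and -2.93. GCLC, the catalytic partner of GCLM, had changes of -0.51 and -0.55. NFE2L2, the gene of Nrf2 itself, had changes of -0.28 and -0.24. The list as a whole was not shifted by limma's camera test (adjusted p = 0.15 in PMVECs and 0.16 in PAECs with the preset correlation, 0.76 and 0.68 with an estimated correlation). The paper states that all 5 shared genes are regulated by Nrf2, from its pathway database.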

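Genes that act on heme and iron went both ways between the treatment labels. Of 10 measured genes of heme breakdown and transport, 5 rose and 4 fell for the PMVEC label and 3 rose and 2 fell for the PAEC label (the same counts adjusted over the list alone). ABCG2, a transporter that exports porphyrins, rose by 2.56 on the log2 scale in PMVECs (standard error 0.13, limma adjusted p = 1.1e-08) and by 3.00 in PAECs (standard error 0.14, adjusted p = 6.9e-09). FLVCR2, a heme transporter, rose by 1.61 and 1.36. HMOX2, the constitutive heme oxygenase, had log2 changes of -0.73 and -0.71, and FLVCR1, a heme exporter, of -0.39 and -0.43. Of 13 genes of iron uptake, storage and export, 3 rose and 4 fell in PMVECs and 6 rose and 2 fell in PAECs (the same counts adjusted over the list alone). SLC40A1, the iron exporter ferroportin, had changes of -0.67 and -0.44, and SLC25A37, the mitochondrial iron importer, rose by 0.99 and 1.10. Of 7 genes of heme synthesis, 1 rose and 1 fell in PMVECs and 3 rose and 1 fell in PAECs (the same counts adjusted over the list alone), with ALAD at 1.2 and 1.13 and UROS at -0.6 and -0.74. None of these 3 lists was shifted (camera adjusted p in PMVECs of 0.75 for breakdown and transport, 0.73 for iron and 0.97 for synthesis, and 0.59 for each in PAECs).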

The level of induction of these cytoprotective genes was variable in both PMVECs and PAECs, and ranged from 1.3 to 10 fold (Figure 2B).

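Among these genes NQO1 had the widest change between the treatment labels and HMOX1 the widest spread within them. By the probe set of Table 2, NQO1 was 8-fold higher on the arrays labelled hemin in PMVECs (583 ± 173 and 4578 ± 992, SD, n = 6 each, limma adjusted p = 2.2e-07) and 7.04-fold higher in PAECs (adjusted p = 4.4e-06). HMOX1 was 2.39-fold and 2.12-fold higher, and GCLM 1.89-fold and 1.56-fold by its brightest probe set, of which GCLM met the paper's thresholds in both cell types and an adjusted p under 0.05 in PMVECs. ALAS1 had folds of 0.926 and 1.06, and FTH1 0.673 and 0.779 by the probe set of both tables. Within a label, the highest array over the lowest was 13.4-fold for HMOX1 under PMVEC vehicle and 5.78-fold under PMVEC hemin, against 1.88-fold and 1.61-fold for NQO1. A test of the difference between cell types passed for none of the 5 genes (the smallest interaction adjusted p was 0.54).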

**Figure 1:**
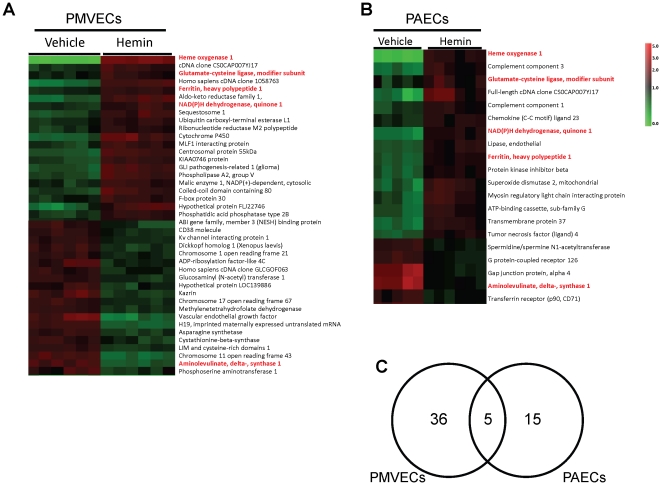
Heme regulated genes in endothelial cells. Hierarchical cluster analysis of differentially expressed genes in primary lung endothelial cells, PMVECs (A) and PAECs (B) successfully segregates cultures treated with vehicle from those treated with 5 µM hemin. The unpaired student's t-test was used on a gene-by-gene basis to test for differential expression between hemin and vehicle-treated cultures. (C) Venn diagram showing the number of genes differentially regulated by hemin in PMVECs and PAECs.

**Figure 2:**
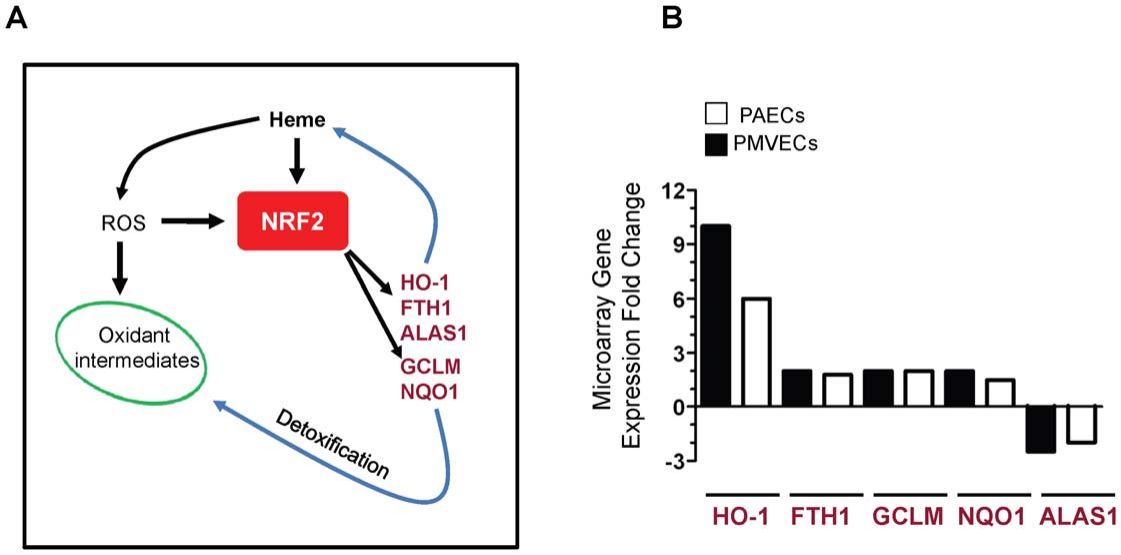
Induction of Nrf-2 regulated genes by hemin. (A) Central role of Nrf2 in the response of the endothelium to heme. Genes whose expression was altered by hemin in both PAECs and PMVECs are shown. ROS =  reactive oxygen species. (B) Microarray data of differentially expressed genes regulated by Nrf2 in PAECs and PMVECs treated with hemin. Data shown is mean fold change in gene expression as arbitrary units relative to the level of expression by control cells (n = 5).

**Table 1:** Genes differentially regulated by hemin in PMVECs.

Probeset ID	Accession	Gene Name	Fold change
203665_at	NM_002133	heme oxygenase (decycling) 1	10.72
234986_at	AA630626	Full-length cDNA clone CS0CAP007YJ17	2.37
236140_at/	NM_002061	glutamate-cysteine ligase, modifier subunit	2.25
1555854_at	AA594609	*Homo sapiens* cDNA clone 1058763	2.13
200748_s_at/214211_at	NM_002032	ferritin, heavy polypeptide 1	1.29
209699_x_at/	U05598	aldo-keto reductase family 1, member C2	1.81
210519_s_at/	NM_000903	NAD(P)H dehydrogenase, quinone 1	1.77
244804_at/	AW293441	Sequestosome 1	1.55
201387_s_at	NM_004181	ubiquitin carboxyl-terminal esterase L1	1.49
201890_at/	BE966236	ribonucleotide reductase M2 polypeptide	1.46
205749_at	NM_000499	cytochrome P450, family 1	1.46
218883_s_at	NM_024629	MLF1 interacting protein	1.45
218542_at	NM_018131	centrosomal protein 55 kDa	1.43
212311_at/	AA522514	KIAA0746 protein	1.42
204222_s_at/	NM_006851	GLI pathogenesis-related 1 (glioma)	1.42
215870_s_at	AL158172	phospholipase A2, group V	1.39
204058_at	AL049699	Malic enzyme 1, NADP(+)-dependent,	1.34
225241_at	AA570507	coiled-coil domain containing 80	1.32
226541_at	AI808182	F-box protein 30	1.31
220637_at	NM_024785	hypothetical protein FLJ22746	1.28
212226_s_at	AA628586	phosphatidic acid phosphatase type 2B	0.78
223395_at	AB056106	ABI gene family, member 3	0.78
205692_s_at	NM_001775	CD38 molecule	0.76
221307_at	NM_014592	Kv channel interacting protein 1	0.76
204602_at	NM_012242	dickkopf homolog 1 (Xenopus laevis)	0.76
223126_s_at/	AI159874	chromosome 1 open reading frame 21	0.73
202207_at	BG435404	ADP-ribosylation factor-like 4C	0.73
238720_at	AV661099	*Homo sapiens* cDNA clone GLCGOF063	0.72
239761_at	AI088120	glucosaminyl (N-acetyl) transferase 1, core 2	0.72
228654_at	AU145277	hypothetical protein LOC139886	0.71
213478_at	AB028949	kazrin	0.71
236863_at	BF592860	chromosome 17 open reading frame 67	0.70
201761_at	NM_006636	methylenetetrahydrofolate dehydrogenase	0.69
210512_s_at	AF022375	vascular endothelial growth factor	0.68
224997_x_at/224646_x_at	AL575306	H19, imprinted maternally expressed untranslated mRNA	0.57
205047_s_at	NM_001673	asparagine synthetase	0.66
1553972_a_at	BC007257	cystathionine-beta-synthase	0.63
218574_s_at	NM_014583	LIM and cysteine-rich domains 1	0.63
202409_at	X07868	chromosome 11 open reading frame 43	0.57
205633_s_at	NM_000688	aminolevulinate, delta-, synthase 1	0.53
223062_s_at	BC004863	phosphoserine aminotransferase 1	0.37

**Table 2:** Genes differentially regulated by hemin in PAECs.

Probeset ID	Accession	Gene Name	Fold Change
203665_at	NM_002133	heme oxygenase (decycling) 1	5.23
217767_at	NM_000064	complement component 3 /// similar to Complement C3 precursor	2.11
236140_at/	NM_002061	glutamate-cysteine ligase, modifier subunit	1.98
234986_at	AA630626	Full-length cDNA clone CS0CAP007YJ17 of Thymus of Homo sapiens (human)	1.92
1555229_a_at	BC007010	complement component 1, s subcomponent	1.81
210548_at/210549_s_at	U58913	chemokine (C-C motif) ligand 23	1.72
201468_s_at/	NM_000903	NAD(P)H dehydrogenase, quinone 1	1.57
219181_at	NM_006033	lipase, endothelial	1.53
214211_at	AA083483	ferritin, heavy polypeptide 1	1.51
223551_at	AF225513	protein kinase (cAMP-dependent, catalytic) inhibitor beta	1.43
215223_s_at	W46388	superoxide dismutase 2, mitochondrial	1.37
228097_at	AW292746	myosin regulatory light chain interacting protein	1.36
204567_s_at	NM_004915	ATP-binding cassette, sub-family G (WHITE), member 1	1.33
1554485_s_at	BI825302	transmembrane protein 37	1.32
207426_s_at	NM_003326	tumor necrosis factor (ligand) superfamily, member 4 (tax-transcriptionally activated glycoprotein 1, 34kDa)	1.29
213988_s_at	BE971383	spermidine/spermine N1-acetyltransferase	0.8
213094_at	AL033377	G protein-coupled receptor 126	0.76
40687_at	M96789	gap junction protein, alpha 4, 37 kDa (connexin 37)	0.75
205633_s_at	NM_000688	aminolevulinate, delta-, synthase 1	0.7
207332_s_at/208691_at	NM_003234	transferrin receptor (p90, CD71)	0.46

To validate the microarray data, cultures of PAECs and PMVECs were treated with a concentration range of hemin (0-25 µM) for 1–7 days. Total RNA was extracted and mRNA expression analyzed using a multiplex low-density array qRT-PCR platform, or single-gene qRT-PCR assay. The fold increase in HO-1 and NQO1 mRNA due to 5 µM hemin as determined by qRT-PCR in the validation experiments was similar to the expression level identified from the initial microarray analysis (Figure 3A). NQO1 mRNA level was virtually identical in PAECs and PMVECs at all hemin concentrations studied. HO-1 mRNA was induced by over 40-fold in PMVECs at the highest concentration tested. The number of genes impacted by hemin, and the magnitude of fold-change was dose-dependent, as shown for a selection of 14 genes, which were positively or negatively regulated by hemin (Figure 3B). Next, we determined whether hemin-induced alterations in HO-1 and NQO1 mRNA level were reflected at the protein level. For cultures treated with hemin for 7 days, both HO-1 and NQO1 proteins were induced in a concentration dependent manner (Figure 4A). Induction of HO-1 was markedly more robust than NQO1 in both PMVECs and PAECs, while the level of HO-1 protein was consistently higher in PAECs than in PMVECs (Figure 4B). To determine the relevance of these findings in other vascular beds, endothelial cells derived from the brain (BMVECs) and skin (DMVECs) were studied. Hemin strongly induced expression of HO-1 protein in DMVECs, while the induction of HO-1 in BMVECs and of NQO1 in both cell types was modest (Figure 4C). HO-1 induction occurred within 24 hours of treatment, while significant induction of NQO1 occurred after 5-days of treatment (Figure 4D and data not shown). While these validation studies confirmed the data from our microarray results, they showed that the induction of HO-1 and NQO1 by hemin is influenced by the duration of treatment and the origin of the endothelial cells.

**Figure 3:**
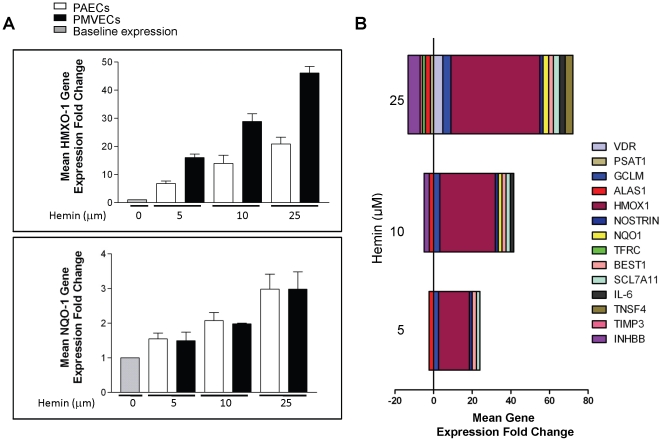
Validation of microarray data by qRT-PCR. (A) Total RNA from PAECs and PMVECs treated with hemin (0–25 µM) was analyzed for the expression of HO-1 and NQO1. Data shown is mean fold change relative to the vehicle (0 µM hemin) +/− SD for three independent experiments each in triplicate (n = 9). (B) Low-density array data showing changes in expression of fourteen genes in PMVECs treated with a concentration range (0–25 µM) of hemin for 7 days. Note the concentration-dependent increase in the number of genes altered by hemin (n = 12).

**Figure 4:**
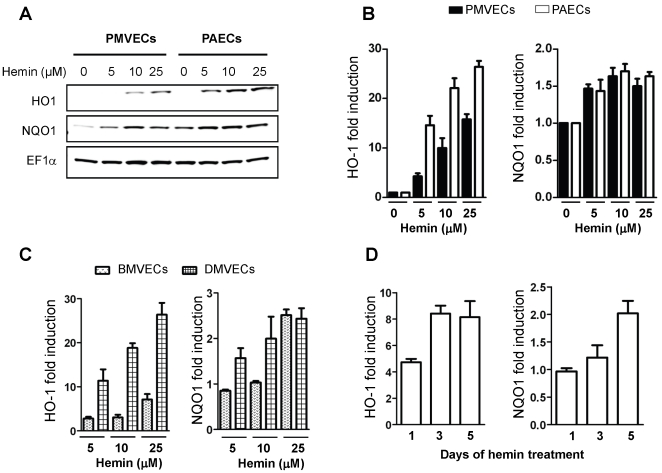
Concentration- and time-dependent induction of HO-1 and NQO1 by hemin in endothelial cells. (A) Western blot analysis confirming concentration dependent induction of HO-1 and NQO1 in PMVECs and PAECs treated with hemin for 7 days. Blots were probed for EF-1αto control protein loading. (B, C) Quantification of HO-1 and NQO1 protein expression in PAECs, PMVECs, BMVECs and DMVECs treated with hemin and vehicle, assayed by western blot analysis. Data shown is mean fold change in protein level as arbitrary units relative to the EF-1α-normalized expression in vehicle treated cells (n = 9). (D) Quantification of western blot showing variable timing of HO-1 and NQO1 induction by hemin (5 µM) in PAECs (n = 9).

### Organ-specific expression of HO-1 and NQO1 in transgenic SCD mice

To investigate the relevance of our microarray data in the context of SCD, transgenic mice expressing exclusively sickle hemoglobin (Townes SS or Berkeley sickle), and their corresponding controls (AS, AA, hemi) were studied. Using the *ΔΔCt* values for samples from control AA mice, we calculated the relative quantities of HO-1 and NQO1 mRNA for the various organs from AS and SS mice. We found that HO-1 transcripts in the kidneys and liver were over 10-fold higher in the SS mouse compared to the level in control AS littermate, or AA mice, while the level in the SCD heart and spleen were 3-4 fold higher compared to the controls (Figure 5A). The difference in HO-1 mRNA level in SS, AS and AA lungs did not reach statistical significance, while no differences were found for this transcript in the brains of SS, AS and AA mice (Figure 5A). These findings were confirmed in organs isolated from the Berkeley sickle and hemizygote mice (data not shown). The pattern of induction of NQO1 in the SCD mice was different from that observed for HO-1. In particular, NQO1 mRNA level was significantly higher in the SCD mouse lungs of both the Townes and Berkeley models while the relative quantity in the SCD mouse hearts were similar to the level in control AS and AA mice (Figure 5B and data not shown).

**Figure 5:**
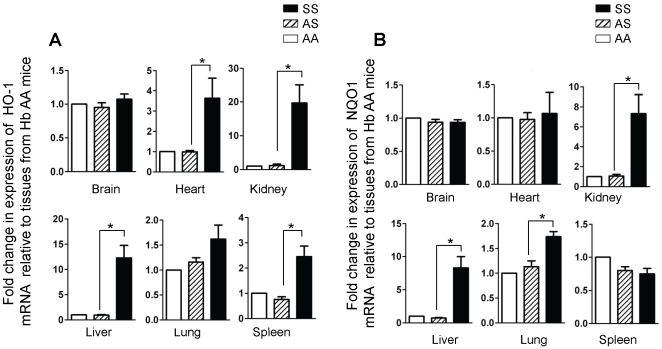
Organ-specific induction of HO-1 and NQO1 in SS mice. Total RNA was isolated from the indicated organs from transgenic mice of the Townes model, expressing normal human hemoglobin (Hb AA n = 4), or with sickle trait (Hb AS n = 7) or SCD (Hb SS, n = 6). Expression of HO-1 (A) and NQO1 (B) was determined by relative quantitative real-time PCR. Data shown are the mean ± SD. *p<0.05.

Since, mRNA levels do not always correspond to protein expression, tissues were examined by immunoblots using identical conditions to permit rigorous comparisons of the amount of individual enzymes in tissues from the same mice, and allow comparisons across genotypes. There was low-to-undetectable HO-1 expression in the brain and heart in mice of all genotypes, while abundant expression was evident in the SS kidney and liver, and in the spleen and lungs of mice of all genotypes (Figure 6A). Quantification of the data in Figure 6A confirmed that HO-1 expression in the SS kidney and liver is significantly elevated, on the contrary, expression in the lung was only modestly higher than in control AS and AA mice (Figure 6B). Moreover, there was no difference in lung HO-1 expression in the Berkeley sickle and hemizygote mice (Figure 6C-D). There was increased expression of NQO1 in the SS mice kidney, liver, lung and spleen, but not in the brain or heart (Figure 7A), and this interpretation was confirmed by quantitative analysis (Figure 7B). The result in the lung was confirmed in the Berkeley model (Figure 7C–D). Collectively, our data in two mouse models of SCD demonstrate a highly variable induction of two major cytoprotective enzymes (HO-1 and NQO1) in major organs impacted by SCD for the first time.

**Figure 6:**
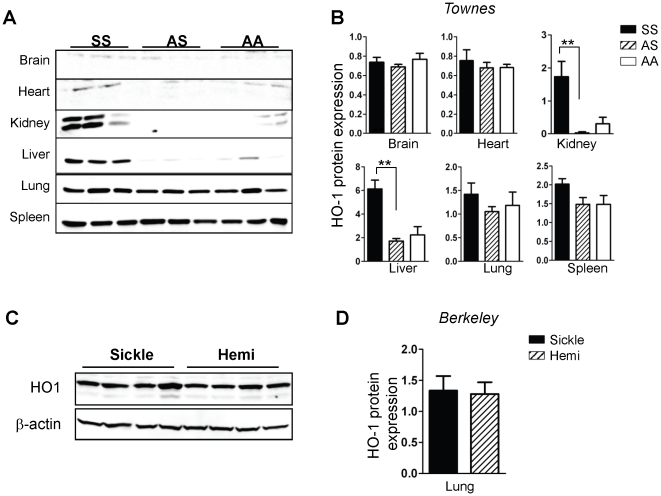
Heterogeneity of enhanced HO-1 expression in SS mice. (A) Western blot analysis, of snap-frozen organs isolated from Townes SS, AS and AA mice, for HO-1 expression. (B) Quantitative data of western blot experiments. Data shown are mean arbitrary units of β-actin-normalized HO-1 expression in the indicated organs and genotypes of Townes mice (n = 6). (C) Western blot analysis of HO-1 in whole lungs of Berkeley sickle mice and control hemizygotes. (D) Quantitative data of western blot experiments for HO-1 in the Berkeley mice (n = 4). **p<0.01.

**Figure 7:**
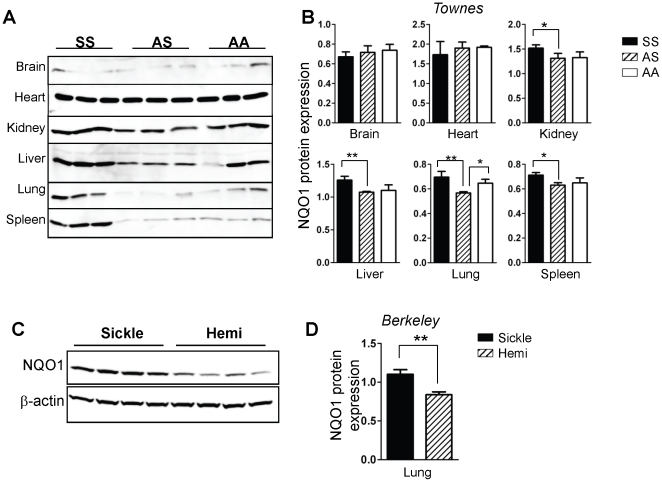
Enhanced expression of NQO1 in SS mice. (A) Western blot analysis for NQO1 expression in snap-frozen organs from Townes SS, AS and AA mice. (B) Quantitative data of western blot experiments. Data shown are mean arbitrary units of β-actin-normalized NQO1 expression in the indicated organs and genotypes (n = 6). (C) Western blot analysis of NQO1 in whole lungs of Berkeley sickle mice and control hemizygotes. (D) Quantitative data for NQO1 protein in the Berkeley mice lungs showing arbitrary units of β-actin-normalized expression (n = 4). *p<0.05, **p<0.01.

### Expression of HO-1 and NQO1 in lung endothelium of SCD patients

Results showing that HO-1 expression was not elevated in the lungs of two murine models of SCD were unexpected and contrary to a general assumption supported by our own results in other organs, that HO-1 expression is upregulated in SCD. The lung pathology in SCD mice is relatively mild compared to the more severe phenotype in humans [34]. Therefore, we considered whether the HO-1 expression in the lung was reflective of a relatively low oxidative stress below the threshold for activating Nrf2. Alternatively, our data represented a hitherto unrecognized tissue diversity in HO-1 expression in SCD. To resolve this issue, we studied HO-1 in post-mortem lung tissues from an archive at Grady hospital in Atlanta [35]. We found comparable intensities of HO-1 staining in the endothelium of SCD (n = 17) and normal lung tissues (n = 9) (Figure 8A i-ii), consistent with our data in the mouse models. NQO1 staining in the endothelium of the same tissues was however markedly more intense in the SCD samples (Figure 8A iii-iv). Histological scoring using a semi-quantitative method by a pathologist unaware of the identity of individual specimens confirmed these observations (Figure 8B-C).

**Figure 8:**
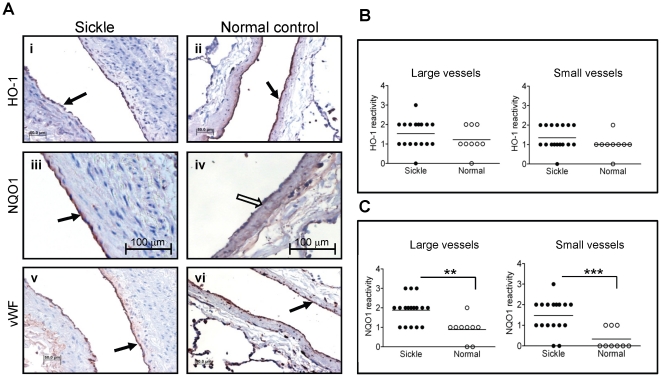
Expression of HO-1 and NQO1 in lung endothelium of SCD patients. Representative histological images (A) showing expression of HO-1 (i-ii), NQO1 (iii-iv) and vWF (v-vi) in the endothelium of post-mortem lung tissues of SCD patients and normal control. Note comparable intensities of HO-1 staining in both SCD and control endothelium (solid arrow). Robust staining of NQO1 in the endothelium of the SCD tissue (iii; solid arrow) compared to a relatively weak staining in the normal tissue (iv; open arrow). vWF staining of consecutive sections of both tissues demonstrates an intact endothelium in the NQO1 negative control tissue. Histological scores of HO-1 (B) and NQO1 (C) staining (SCD patients n = 17, normal controls n = 9). **p<0.01 and ***p<0.001.

## Discussion

Cytoprotective enzymes offer a strategy for therapy of sickle vasculopathies, and they may also be involved in the wide clinical spectrum of SCD. Previous studies have examined HO-1 expression in mononuclear leukocytes and in selected tissues in patients and transgenic mice with SCD [16], [17], [21]. However, HO-1 expression in the endothelium in SCD, where plasma heme is likely to have the most impact had not previously been studied. Moreover, the cytoprotective profile of many organs impacted by SCD remained unknown. This study was designed to address these inter-related issues.

In conditions of oxidant stress, the transcription factor Nrf2 binds to antioxidant response elements to induce expression of both phase I (acute) and phase II (late-stage) detoxifying enzymes. Our microarray data showed that several enzymes belonging to both classes were induced in endothelial cells treated with hemin (Figure 1, 2 and Table 1, 2). 

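Phase I enzymes include the cytochromes P450 that the aryl hydrocarbon receptor (AHR) controls, and phase II enzymes include quinone reductases. Of 6 measured AHR targets, 2 rose and 1 fell for the PMVEC label and 3 rose and 1 fell for the PAEC label. Of 18 antioxidant enzymes outside the NRF2 list, 8 rose and 3 fell for the PMVEC label and 10 rose and 3 fell for the PAEC label. GPX3, an extracellular glutathione peroxidase, rose by 3.53 and 3.8 on the log2 scale (limma adjusted p = 4.5e-12 and 1.4e-12), and CAT, the enzyme catalase, by 0.83 and 0.81 (adjusted p = 8.1e-07 and 2.3e-07). TXNRD2, a mitochondrial thioredoxin reductase, had changes of -1.06 and -1.17. CYP1A1, a cytochrome P450 and AHR target, fell in PMVECs and had a change of -3.5 in PAECs, and TIPARP, another AHR target, rose by 0.25 and 0.36. The counts of both lists were the same adjusted over the list alone. Neither list was shifted in either cell type by camera (adjusted p = 0.87 and 0.59 for AHR targets, 0.22 and 0.054 for the other antioxidant enzymes). The paper states from these arrays that enzymes of both classes were induced by hemin.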

Enzyme induction was heterogeneous with respect to duration of treatment with hemin, magnitude of gene expression and the vascular origin of the cells (Figure 3, 4 and data not shown). These *in vitro* findings were mirrored *in vivo* as expression of two major cytoprotective enzymes were variably elevated in different organs, in two murine models of SCD (Figure 5, 6, 7). The lack of significant upregulation of HO-1 in the lungs of SS mice was unexpected, and contrary to the findings from a previous study [16]. This discordance is likely due to the use of different control animals in this, and the previous study. Here, we compared HO-1 expression in SCD and control mice of identical genetic backgrounds, in both the Townes and Berkeley models (Figure 5, 6, 7). Our findings in the sickle mice were supported by results of HO-1 expression in human lung endothelium (Figure 8), and is pertinent to the lack of lung pathology in the only patient described thus far with HO-1 deficiency [36], [37], [38] as well as in mice with deletion of the HO-1 gene [39].

The lack of association between HO-1 activity or expression and specific clinical phenotype in SCD patients is a major limitation of our understanding of the role of this cytoprotective enzyme in SCD. Nonetheless, it is reasonable to assume that HO-1 exerts some influence on this disease including in the lung given its indirect effects via carbon monoxide and biliverdin. For instance, HO-1 null mice are rescued from death from ischemic lung injury by the administration of carbon monoxide [40]. A sleeping beauty gene construct delivered to the liver, and inhaled carbon monoxide improve vascular stasis in the skin of SCD mice [16], [26]. Unlike these distant effects, however, the degradation of heme requires direct HO-1 enzymatic action, particularly during episodes of acute hemolysis. Our results highlight a relatively blunted capacity for this direct function in the brain and lung in SCD mice suggesting that these organs may be more vulnerable to hemolytic crises. However, our data in postmortem lung endothelium does not provide a comprehensive account of HO-1 expression in the lung of SCD patients. We therefore caution against generalizations of our findings in the context of the whole lung in SCD patients. This prudence is supported by the results of a pilot study showing there is wide variation of HO-1 mRNA level in a small number of FFPE lung tissues of SCD patients (data not shown). Unfortunately, FFPE tissues from SCD patients are not readily available, and moreover, they are difficult to analyze due to the degradation of nucleic acids by formalin and long periods of storage. Thus, an alternative approach is required to assess whether HO-1 expression is variably regulated in different compartments of the same tissue, and by factors that are independent of tissue type.

The potential benefits of NQO1 in SCD is likely evident in adults, given the late induction of this enzyme in endothelial cells treated with hemin (Figure 4D). Indeed, we found that NQO1 is not induced in young SS mice aged 4-8 weeks (data not shown). On the contrary, expression is markedly increased in lungs of adult SS mouse aged 13–27 weeks (Figure 7A–D), presumably timed to combat the increasing burden of oxidant stress in adults. We tested this idea and found that cytosolic fractions of adult SS mouse lungs reduce 2,6-dichlorophenol-indophenol (DCPIP), a potent oxidant, in an NQO-1 dependent manner, while fractions from young SS mouse lungs failed to reduce DCPIP (data not shown). NQO1 directly scavenges superoxide anion [41], [42], this property may be critical in the sickle vasculature because of the high oxidant burden of the disease, and the relatively low expression of super oxide dismutase in endothelium [42]. Finally, NQO1 may play a broader role in redox protection in SCD to prevent a variety of malignancies that develop in NQO1-null mice exposed to high oxidative burdens [43], [44], [45]. Naturally occurring polymorphisms that reduce NQO1 expression are associated with higher rates of solid tumors [46], [47], [48], poor survival in breast cancer [49] and carotid artery plaques in type II diabetes [50]. Therefore, the putative benefits of NQO1 in SCD may be subject to variation in a manner analogous to the variable NQO1 expression in the postmortem SCD lung tissues (Figure 8C).

We focused this study on HO-1 and NQO1 and therefore recognize the limitation imposed by this strategy in not examining further the expression of the three other Nrf2-regulated genes (ALAS1, GCLM and FTH1) identified in our micro array. Moreover, we did not investigate expression of HO-1 and NQO1 in other tissues in SCD patients in this study. We have begun to address the latter limitation in a follow-up study by measuring HO-1 level in the plasma of SCD patients. Preliminary results from that study show that plasma HO-1 level is markedly variable, and it correlates positively with multiple markers of endothelial activation and injury in SCD patients. These initial findings are consistent with the conclusion of the current study that upregulation of HO-1 expression in SCD is context dependent.

In conclusion, our study provides evidence that major organs impacted by SCD have uniquely different cytoprotective phenotypes in mouse models, with the brain apparently refractory to the oxidant stress of SCD. Expression of HO-1 in SCD patients requires further studies, including evaluating the role of endothelial dysfunction, inflammation and genetic heterogeneity in this process. NQO1 is induced in multiple organs in SCD, and may play a multifunctional protective role, most likely at later stages of the disease. The molecular heterogeneity of the response to hemolytic/oxidative stress defined in this study may help to develop more effective cytoprotective/antioxidant therapy for SCD.

How the deposited data were processed for this re-analysis (not part of the article)

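RNA from human PMVECs and PAECs, cultured with 5 µM hemin or vehicle for 7 days, was measured on 24 Affymetrix U133 Plus 2.0 arrays, 6 for each of the 4 labels. The groups follow the deposited labels, which name a cell type, a treatment and a replicate number for each array. The authors deposited MAS5 signal intensity values on a linear scale, and the MAS5 version is not given in the sources used here. On every array their mean without the top and bottom 2% was 500.1. An array held 206 to 481 values below 1, which were set to 1 before log2. The paper's selection rests on dChip and RMA summaries, on absent calls and on genes found with both summaries, none of which could be repeated from the deposited intensities. The paper's text describes ribosomal RNA depletion and whole transcript labelling, the labels a cRNA protocol, and the conflict was left as it stands. No 2 arrays held identical values.

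Of 54675 probe sets, 62 controls and those with a mean log2 value below the 40th percentile were set aside, and 32768 were tested. The annotation lists 42898 probe sets. One gene symbol is given for 41097 probe sets, several for 1801 and none for 11777. Symbols were updated through the gene number for 41043. Genes were named only from probe sets with 1 symbol, apart from those in the paper's tables, and 59 probe sets of genes that could reveal a donor's sex are not reported. The brightest probe set stood for each of 13908 genes, and where a gene has several probe sets that disagree the others are given.

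Within each cell type label, limma (version 3.58.1, with statmod 1.5.0 in R 4.3.3) compared the arrays labelled hemin with those labelled vehicle by lmFit and eBayes, without a replicate block. The thresholds of the paper's methods, an adjusted p under 0.2 and 1.25-fold, gave the counts, and an adjusted p under 0.05 the calls on single genes. The difference between the cell types was the interaction in a fit of all 24 arrays. Exact two-sided permutation tests over 924 assignments were used for the genes of Fig. 2B and for the 3' over 5' control ratios. The 27 gene lists set before the data were examined were tested with camera, at a preset correlation of 0.01 and with an estimated correlation. Named genes follow a rule also set before the data were examined. It takes the genes of Table 1, Table 2, Fig. 2 and Fig. 3B, whose values in the paper had been seen, the 10 largest changes per cell type and direction without overlap between the groups, up to 4 members per list and direction, and the 5 largest differences between cell types per direction. NFE2L2 lies outside the rule and was chosen after its values were seen. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Clustering used average linkage on correlation.

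On simulated data with the real means and spreads, 200 of the 32768 probe sets were changed. For PMVECs the fit recovered 54% of those changed 1.5-fold, 71.5% of those changed 2-fold and 89% of those changed 4-fold, and for PAECs 53%, 67.5% and 89.5%. Of the simulated calls, 14% to 22% were false. In the data 43.9% of probe sets passed for PMVECs and 44.3% for PAECs. So many more passed than were simulated that the recovery does not measure the power of the real fit. The replicate numbers are shared between labels, but neither the labels nor the paper's text says that a number marks a shared culture or day. The alternatives tried, set before the data were examined, were the methods' t-test, quantile normalization, median centring, offsets of 16 and 64, no filter, a filter at the 60th percentile or on the highest value, all 24 arrays in 1 fit, the replicate number or its range (1 to 3 or 4 to 6) as a block, trend and robust moderation, array weights, the first residual component, each array left out, other thresholds, the estimated correlation, the mean of all probe sets of a gene, and other clustering settings. The comparison of the PMVEC with the PAEC label within a treatment label was added after the array correlations had been seen.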

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

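The tests of RNA quality and of endothelial type as causes and the regrouping of the cell type labels were chosen after the results they bear on had been seen, and the comparison of the cell type labels was added after the array correlations had been seen. The interaction of treatment and cell type label passed an adjusted p under 0.05 at 2702 probe sets, 1617 with a higher log2 change in PMVECs and 1085 with a lower one. Of 100 random splits of the arrays into treatments within the cell types, 2 gave as many, the labelled one included, and the highest other gave 11569. Such splits mix the treatment labels unequally in the cell types, which turns the large treatment difference into an interaction, so they decide nothing about chance. When the cell type labels were instead regrouped within each treatment label, 1 of 100 groupings, the labelled one, gave as many and the highest other gave 3, so chance is excluded as the source of this count. The genes with the largest differences of the log2 change per direction, PMVEC minus PAEC, among those that passed were ENO2 (2.61), CHRNA1 (2.59), POF1B (2.52), CBLN3 (2.52), HOPX (2.48), FOS (-2.22), C1S (-2.08), FZD2 (-1.57), FAM13C (-1.44) and SNCAIP (-1.29). With 64 added to every signal these differences were 0.75, 1.05, 0.52, 1.08, 0.84, -0.94, -0.71, -0.56, -0.49 and -1.18 in the same order, so their size, SNCAIP apart, depends on values near the lower end of the signal range. The call for C1S ended without any 1 of PMVEC hemin replicates 1, 2 and 3, PMVEC vehicle replicates 4, 5 and 6 and PAEC hemin replicates 4, 5 and 6 (adjusted p of up to 0.059), and also with 64 added to every signal (0.2), without a filter (0.072) and with the replicate block (0.057). That for FZD2 ended without any 1 of PMVEC vehicle replicates 2 and 3, PMVEC hemin replicate 3, PAEC vehicle replicates 3, 4 and 6 and PAEC hemin replicate 6 (up to 0.056), and also with 64 added (0.095), without a filter (0.067) and with the replicate block (0.068). That for HOPX ended without any 1 of PMVEC hemin replicate 1, PAEC vehicle replicate 2 and PMVEC vehicle replicates 3, 4 and 5 (up to 0.057), and also without a filter (0.068) and with array weights (0.054). Without a filter FAM13C (0.059), and with the replicate block FOS (0.062), did not pass either. In the groups of 6 arrays for the 9 probe sets of the genes in Fig. 2B, 36 groups were tested for a single array far from the others and none was found.

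Probe sets called at the paper's thresholds but not printed in its tables numbered 14339 for the PMVEC label and 14489 for the PAEC label. Of 100 random splits of the 12 arrays of each cell type, only the labelled one reached its count: 1 split for PMVECs (14373, highest other 9328) and 1 for PAECs (14503, highest other 9252), and at an adjusted p under 0.05 again 1 and 1 (15284, highest other 1, and 15010, highest other 5). Chance is therefore excluded for these counts. RNA quality as the whole cause is argued against by the 3' over 5' ratio of GAPDH, which differed by 0.09 between the treatment labels in PMVECs and by 0.01 (exact permutation p = 0.67) in PAECs, where as many probe sets changed, while the ACTB ratio differed in both (in PAECs not without any 1 of 3 arrays), so a partial role stays open. A candidate explanation is that the treatment labels part cultures of different endothelial type. Under that hypothesis the venous and lymphatic list may differ between treatment labels and not between cell type labels, and its median log2 change was -4.68 and -4.09 between the treatment labels and at most 0.16 in size between the cell type labels. An effect of hemin on the same genes, which the design names, stays open. Table 1 recovery and gene list counts were not beyond chance at a share of 0.05: for Table 1, 5 of 100 splits recovered at least the 22 probe sets (highest other 25), a share that lies at that limit and counts each split in the better of its 2 directions, and for the lists shifted in PMVECs 5 of 100 gave at least 8 (highest other 9) and in PAECs 7 of 100 at least 9 (highest other 11). For Table 2, 4 of 100 recovered at least 11 (highest other 12).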

How the results depend on the processing

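The tests were set before the data were examined, except that leaving out arrays for the RNA quality ratios and for the genes named by the rule and all alternatives for the genes that differ between the cell types were added once the data had been seen. Of the values recomputed for the main results, 2077 kept their direction and side of the threshold (counts, within 1.5 times), 34 newly passed, 30 no longer passed, 7 counts moved and 2 turned direction. With the methods' t-test 14063 (PMVECs) and 14113 (PAECs) probe sets passed the paper's thresholds and 15111 and 14899 an adjusted p under 0.05. At 1.5-fold the counts were 8973 and 8834, since fewer probe sets meet the larger fold. With the filter at the 60th percentile, 7 probe sets of Table 2 were recovered and fewer were tested. Without a filter 1477 probe sets differed between the cell types, and the overlap counted by gene was 4624, since genes are fewer than probe sets. With an estimated correlation 2 lists in PMVECs and 1 in PAECs were shifted. Its adjusted p was 0.42 and 0.41 for aminoacyl-tRNA synthetases, 0.11 for interferon response in PMVECs, 0.2 and 0.41 for cell cycle, 0.14 and 0.077 for metallothioneins, 0.2 and 0.077 for hypoxia and glycolysis, 0.17 and 0.075 for coagulation and vascular tone, and, in PAECs, 0.075 for p53 targets, 0.22 for the unfolded protein response and 0.075 for venous and lymphatic genes. With the mean of all probe sets of a gene it was 0.05 for aminoacyl-tRNA synthetases and 0.12 for hypoxia and glycolysis in PMVECs, and 0.047 for heat shock and 0.047 for smooth muscle and fibroblast genes in PAECs. With the 60th percentile filter it was 0.053 and 0.066 for hypoxia and glycolysis and 0.042 and 0.043 for smooth muscle and fibroblast genes. In PAECs the heat shock list passed without a filter (0.015), on the highest value (0.029), with all 24 arrays (0.038) and with the residual component (0.045), and the other antioxidant enzymes likewise (0.015, 0.029, 0.044 and 0.045). Leaving out 1 array moved these adjusted p between 0.042 and 0.069 and between 0.041 and 0.07. The causes were not tested.

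The replicate numbers do not pair the arrays: same-numbered arrays had deviations correlated between -0.02 and 0.04, and 2 of 6 arrays in PMVECs and 1 of 6 in PAECs correlated best with their own number. With the number as a replicate block the counts were 14395 and 14519 and moved no count by over 1.5 times. It gave HMOX1 1.26 (adjusted p = 0.0058) in PMVECs and 1.09 (0.0054) in PAECs, FTH1 -0.57 (0.0016) and -0.36 (0.023), GCLM 0.64 in PAECs (0.0019), and hypoxia and glycolysis an adjusted p of 0.061 in PMVECs. Blocks of the numbers 1 to 3 and 4 to 6, which part the arrays as the HMOX1 values do and are not treated as a technical batch (whether they are one was not tested), gave HMOX1 1.26 (0.00024) and 1.09 (0.00021), FTH1 -0.57 (6.6e-05) and -0.36 (0.0028), GCLM 0.64 in PAECs (0.00015) and 0.051 for hypoxia and glycolysis in PMVECs. Over all alternatives the adjusted p ran from 0.00024 to 0.48 for HMOX1 in PMVECs and from 0.00021 to 0.59 in PAECs, from 9.9e-07 to 0.15 for GCLM in PMVECs and from 0.00015 to 0.47 in PAECs, and from 6.6e-05 to 0.15 for FTH1 in PMVECs and from 0.0028 to 0.42 in PAECs. FTH1 in PMVECs also passed at -0.57 with the 60th percentile filter (0.047) and the residual component (0.037). By the mean of all probe sets GCLM in PMVECs was 0.63 (0.15). With 1 array left out, GCLM in PMVECs was 0.79 to 1.04, FTH1 in PMVECs -0.67 to -0.46 (passing without vehicle replicate 2, at 0.049, or 3, at 0.045), ALAS1 in PAECs -0.02 to 0.18, turning its sign without vehicle replicate 4 or 5, and the ACTB ratio in PAECs -0.07 to -0.04, with an exact permutation p of up to 0.058. NQO1 rose under every alternative listed, with log2 changes of 3.02 to 3.29 in PMVECs and 2.6 to 2.94 in PAECs. The share of upward calls was 55.6% in PMVECs and 51.8% in PAECs, 49.8% and 50.1% with quantile normalization and 46.5% and 48.1% with median centring, so which direction has the majority depends on the scaling. Clustering put every array on the branch of its label in each setting. The median signal of 60.6 to 74.3 limits folds of genes near the lower end of the range, such as PDPN in PMVECs, at -10.08 and, with 64 added to every signal, -7.05.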

Differences from the paper's values

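Folds are those of the arrays labelled hemin over those labelled vehicle, at the paper's thresholds unless stated, and the paper's come from dChip and RMA summaries and a t-test. Whether the deposited labels name the cultures the paper compared is open. The folds and counts here and in the paper are therefore not known to compare the same groups. That they compare different groups is a candidate reason for the differences. For the genes of Fig. 2B, arrays of each label parted by replicate number in the tables' directions, as given under Other observations. The comparison along the replicate numbers was run and left out, so it is not weighed here. Without it, no reason is given for the rows as a whole. Arrays that share 1 label can spread as far as the paper's folds, as given for HMOX1 and NQO1 under Other observations. The legend of Fig. 2B gives 5 samples per group, and 6 arrays per label were used here. Folds are said to differ where one is over 1.5 times the other and they lie further apart than the replicate SD, taken on the log2 scale, a scale chosen after first seeing the values on the linear one. For the genes of Fig. 2B, the leading results, and for counts the 1.5 times alone decide. For genes called, the paper gives 41 in PMVECs and 7867 were called here, 20 in PAECs against 7888, 5 shared against 5687, and 51 in only 1 cell type against 3461. The shared count here takes probe sets called in the same direction in both, and the last count takes genes called by any probe set in either direction, so the 4 counts do not add up. No alternative set before the data were examined came within 1.5 times of these 4 counts. Of the 41 rows of Table 1, 36 differed, and of the 20 of Table 2, 18.

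Table 1 gives as higher, with a fold on the same side of 1 here, HMOX1 10.72 in the paper and 2.39 here, GCLM (the first row) 2.37 in the paper and 1.43 here, GCLM (the second row) 2.25 in the paper and 1.38 here, NQO1 1.77 in the paper and 8.71 here, UCHL1 1.49 in the paper and 20 here and RRM2 1.46 in the paper and 3.35 here. Besides these there were CENPU 1.45 in the paper and 2.33 here, CEP55 1.43 in the paper and 2.52 here, SEL1L3 1.42 in the paper and 3.49 here, GLIPR1 1.42 in the paper and 8.03 here and FAM124B 1.28 in the paper and 2.84 here. Listed as higher in Table 1, with a fold on the other side of 1 here, were a cDNA clone 2.13 in the paper and 0.0419 here, FTH1 1.29 in the paper and 0.832 here, AKR1C2 1.81 in the paper and 0.0301 here, SQSTM1 1.55 in the paper and 0.841 here, CYP1A1 1.46 in the paper and 0.0824 here and PLA2G5 1.39 in the paper and 0.0327 here. Table 1 gives as lower, with a fold on the same side of 1 here, CD38 0.76 in the paper and 0.0226 here, KCNIP1 0.76 in the paper and 0.0579 here, C1orf21 0.73 in the paper and 0.37 here, ADP-ribosylation factor-like 4C 0.73 in the paper and 0.358 here, a cDNA clone 0.72 in the paper and 0.0788 here and SPIN4 0.71 in the paper and 0.263 here. Besides these there were C17orf67 0.7 in the paper and 0.0576 here, H19 0.57 in the paper and 0.192 here, LMCD1 0.63 in the paper and 0.285 here, the C11orf43 row 0.57 in the paper and 0.348 here and ALAS1 0.53 in the paper and 0.926 here. Listed as lower in Table 1, with a fold on the other side of 1 here, were PLPP3 0.78 in the paper and 1.35 here, DKK1 0.76 in the paper and 2.05 here, KAZN 0.71 in the paper and 4.35 here, MTHFD2 0.69 in the paper and 1.82 here, VEGFA 0.68 in the paper and 2.01 here and ASNS 0.66 in the paper and 1.69 here. Besides these there were CBS 0.63 in the paper and 3.64 here and PSAT1 0.37 in the paper and 2.07 here.

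Table 2 gives as higher, with a fold on the same side of 1 here, HMOX1 5.23 in the paper and 2.12 here, GCLM (the first row) 1.98 in the paper and 1.12 here, GCLM (the second row) 1.92 in the paper and 1.17 here, C1S 1.81 in the paper and 98.3 here, CCL23 1.72 in the paper and 132 here and NQO1 1.57 in the paper and 7.04 here. Besides these there were LIPG 1.53 in the paper and 10.2 here, PKIB 1.43 in the paper and 14.9 here, TMEM37 1.32 in the paper and 358 here and TNFSF4 1.29 in the paper and 50.2 here. Listed as higher in Table 2, with a fold on the other side of 1 here, were C3 2.11 in the paper and 0.84 here, FTH1 1.51 in the paper and 0.779 here and ABCG1 1.33 in the paper and 0.394 here. Table 2 gives as lower, with a fold on the same side of 1 here, GJA4 0.75 in the paper and 0.165 here. Listed as lower in Table 2, with a fold on the other side of 1 here, were SAT1 0.8 in the paper and 1.72 here, ADGRG6 0.76 in the paper and 7.74 here, ALAS1 0.7 in the paper and 1.06 here and TFRC 0.46 in the paper and 1.05 here.

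The largest and smallest folds rest on low signals. With 64 added to every signal, 5 rows of Table 1 and 5 of Table 2 moved by over 1.5 times. In Table 2 the folds became 9.35 for C1S, 18.5 for CCL23, 3.3 for PKIB, 22.9 for TMEM37 and 12.1 for TNFSF4, whose mean signals under the vehicle label were 6.28, 10.4, 13.4, 4.3 and 20.4 (back-transformed from log2) against array medians of 60.6 to 74.3. In Table 1 they became 0.308 for the cDNA clone listed as higher, 0.176 for PLA2G5, 0.0654 for CD38, 0.143 for KCNIP1 and 0.482 for H19, with mean signals under the hemin label of 7.21, 12.6, 34.6, 37.9 and 25. The size of these 10 folds is therefore not established.

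Alternatives set before the data were examined brought few of these within reach. Without vehicle replicate 5 the first GCLM row of Table 1 did so, as did the second without vehicle replicate 4, 5 or 6 or hemin replicate 2, and FTH1 without vehicle replicate 4 or hemin replicate 3. The offset of 64 did so for CENPU, H19 and the C11orf43 row. In PAECs both GCLM rows did so without hemin replicate 3, and ALAS1 with median centring, with array weights, and without vehicle replicate 4, 5 or 6 or hemin replicate 1, 2 or 3. No other alternative did so for these rows, and none for the rest. Some alternatives called, in the paper's direction, rows not called here. For HMOX1 in PMVECs these were the replicate block, the block of the numbers 1 to 3 and 4 to 6, and leaving out vehicle replicate 4, 5 or 6. For HMOX1 in PAECs and the second GCLM row of Table 1 they were both blocks. For the first GCLM row of Table 1 they were both blocks, the 60th percentile filter, the residual component, and leaving out vehicle replicate 4, 5 or 6. The paper names ALAS1 among 5 genes induced in both cell types while its tables give it as lower, and here its log2 change was -0.11 and 0.08. It gives GCLM and NQO1 as induced in both cell types. Here GCLM met the paper's thresholds in both by its brightest probe set (0.92 and 0.64, adjusted p = 0.024 and 0.12) and by neither probe set of the tables, and NQO1 met them in both (3.12 and 2.72).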

Other observations

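Genes of other groups that the paper does not discuss differed between the treatment labels as well. The tests on the HMOX1 pattern and the comparison of the cell type labels were chosen after the values had been seen. Of 14 p53 targets, 12 rose and none fell for the PMVEC label (14 and none adjusted over the list alone), and 11 rose and none fell for the PAEC label (11 adjusted over the list alone). FAS, a death receptor, rose by 1.62 and 1.27 on the log2 scale and MDM2, which degrades p53, by 1.26 and 0.78. The list was shifted at a camera adjusted p of 4.7e-05 and 0.0036 (0.041 and 0.075 with an estimated correlation). Of 16 genes of coagulation and vascular tone, 11 rose and 2 fell in PMVECs and 11 rose and 1 fell in PAECs (11 and 2, and 13 and 1, adjusted over the list alone). PTGIS, prostacyclin synthase, rose by 5.63 and 4.43 (3.47 and 2.98 with 64 added to every signal), SELP, the adhesion molecule P-selectin, by 3.65 and 3.83, and THBD, thrombomodulin, by 1.84 and 1.93 (camera adjusted p = 0.0022 and 0.0013). With an estimated correlation that adjusted p was 0.17 and 0.075. Of 17 aminoacyl-tRNA synthetases 13 rose in each cell type, and 1 and 2 fell (the same counts adjusted over the list alone), with WARS1 at -1.05 and -1.02 (camera adjusted p = 0.012 and 0.011, and 0.42 and 0.41 with an estimated correlation). Of 29 genes of hypoxia and glycolysis 18 rose in each and 7 and 5 fell (the same counts adjusted over the list alone), with ANGPTL4 at 3.71 and 2.6 (2.79 and 2.13 with 64 added) and NDRG1 at -1.31 and -1.5 (camera adjusted p = 0.038 and 0.033, and 0.2 and 0.077 with an estimated correlation). For the unfolded protein response 11 of 18 rose and none fell in PAECs (12 adjusted over the list alone, camera adjusted p = 0.01, and 0.22 with an estimated correlation), and 9 rose and 1 fell in PMVECs (camera adjusted p = 0.12). The difference between the cell types was not tested for this list.

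The other lists were not shifted, with camera adjusted p in PMVECs and PAECs of 0.58 and 0.59 for the ATF4 amino acid response, 0.67 and 0.59 for cholesterol synthesis and uptake, 0.73 and 0.59 for LXR targets, 0.87 and 0.59 for NF-kB and inflammatory activation, 0.67 and 0.59 for complement, 0.12 and 0.053 for heat shock, 0.73 and 0.33 for pan-endothelial identity, and 0.58 and 0.33 for arterial endothelium. As whole lists, markers of other cell types were not shifted either, at 0.15 and 0.12 for smooth muscle and fibroblasts, 0.97 and 0.86 for leukocytes, 0.97 and 0.52 for epithelium and mesothelium, and 0.97 and 0.98 for erythroid cells. Of 12 smooth muscle and fibroblast markers, 4 rose and 1 fell in PMVECs, and 6 rose and 1 fell in PAECs. TAGLN had log2 changes of 5.72 and 4.34 (4.81 and 3.7 with 64 added to every signal). ACTA2 had 2.87 and 2.28, and PDGFRB -1.72 and -2.84 (-0.73 and -0.96 with 64 added). Of the genes that the paper followed by RT-PCR in Fig. 3B, IL6 rose by 3.43 and 3.67 on these arrays (2.56 and 2.43 with 64 added to every signal) and SLC7A11 by 1.97 and 1.79, and INHBB had changes of -3.03 and -2.48. TFRC fell by 0.59 in PMVECs (adjusted p = 0.049) and had a change of 0.06 in PAECs (0.89). BEST1 had a change of 0.12 in PMVECs (0.86) and -1.18 in PAECs (0.039). Between the cell type labels, a comparison chosen after seeing the array correlations, 1096 probe sets passed an adjusted p under 0.05 on the arrays labelled vehicle and 251 on those labelled hemin.

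HMOX1 values fall into separate clusters within each of the 4 labels, and it is not the only such gene. By replicate number from 1 to 6, the signals were 666, 566, 641, 7558, 7556 and 7307 for PMVEC vehicle, 2181, 2116, 2398, 11851, 11655 and 12220 for PMVEC hemin, 643, 581, 615, 7748, 7556 and 7447 for PAEC vehicle, and 1810, 1743, 1936, 10983, 11933 and 11479 for PAEC hemin. The widest gap between neighbouring arrays was 3.46, 2.28, 3.53 and 2.50 on the log2 scale. The widest gap likewise left 3 arrays on each side under every label for NQO1, ALAS1 and the FTH1 probe set in both tables. It did so for GCLM by its brightest probe set and by one printed in the tables, and not by the other. By number, ALAS1 was 2032, 2055, 2038, 1080, 1129 and 1111 for PMVEC vehicle and 1709, 1598, 1788, 1208, 1157 and 1069 for PMVEC hemin. FTH1 was 7353, 7105, 6954, 14777, 13306 and 13211 for PMVEC vehicle and 5654, 5526, 4933, 8574, 8461 and 7830 for PMVEC hemin. A comparison of arrays numbered 4 to 6 with those numbered 1 to 3 was run and left out. The reason is that it was taken up because HMOX1 parted along it. Within every label, each array numbered 4 to 6 lay above each numbered 1 to 3 for NQO1, GCLM and the FTH1 probe set in both tables. For ALAS1 each lay below. These are the directions of Table 1 and Table 2, and Table 1 gives ALAS1 at 0.53. NQO1 by the probe set of Table 1 was 603, 605, 556, 1075, 1041 and 1050 for PMVEC vehicle. By treatment label, FTH1 had folds of 0.673 in PMVECs and 0.779 in PAECs, and ALAS1 0.926 and 1.06. Arrays of 1 label can spread as far as the paper's folds for hemin. Under both vehicle labels the HMOX1 range exceeded the fold of Table 1. Under both hemin labels it exceeded the fold of Table 2 and fell short of that of Table 1. The highest array over the lowest was 13.4-fold for HMOX1 and 1.94-fold for NQO1 under PMVEC vehicle, and 5.78-fold and 1.58-fold under PMVEC hemin. Table 1 gives 10.72 and 1.77. Under PAEC vehicle it was 13.3-fold and 2-fold, and under PAEC hemin 6.85-fold and 2.07-fold. Table 2 gives 5.23 and 1.57. As the whole cause of the clusters, hemin acting on the arrays labelled hemin alone is argued against by the arrays labelled vehicle. These lay at 566 to 666 and 7307 to 7558 for PMVECs, and at 581 to 643 and 7447 to 7748 for PAECs. That hemin raised HMOX1 on the arrays labelled hemin besides stays open. That 6 arrays labelled vehicle lie above the lowest array labelled hemin of their cell type restates the clusters. At each of the 6 replicate numbers, which do not pair the arrays, the array labelled hemin lies above the one labelled vehicle in both cell types. Array scaling is argued against by the smallest of the widest gaps after quantile normalization, which was still 2.27. Mislabelled samples are a candidate explanation. Arrays that share both labels had a median correlation only 0.001 above that of arrays that share the treatment label alone. The folds of Table 1 and Table 2 ran with those by treatment label at r = 0.15 and 0.17 across their rows (rho = 0.16 and 0.17). The rows are not independent replicates. For the genes of Fig. 2B the tables' directions were those in which the replicate numbers part the arrays of each label. The treatment labels went the other way for the FTH1 probe set in both tables and, within its error, for ALAS1 in PAECs. The labels may therefore not describe the cultures. No difference between arrays labelled hemin and vehicle is established as an effect of hemin, and what each stands for is left open. If the treatment labels part endothelial types, the candidate given under Results flagged for a closer look, these differences are ones of cell type. The paper's RT-PCR and protein measures run toward higher HO-1 with hemin. It reports RT-PCR folds of HO-1 and NQO1 similar to its array folds, and a stronger rise of HO-1 than of NQO1 protein. By treatment label the order was the reverse, with folds of 2.39 and 2.12 for HMOX1 and 8.71 and 6.61 for NQO1. For these genes the paper's measures thus run against the treatment labels, without settling them. A true difference in response between cultures stays untested.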
